# TATA and paused promoters active in differentiated tissues have distinct expression characteristics

**DOI:** 10.15252/msb.20209866

**Published:** 2021-02-05

**Authors:** Vivekanandan Ramalingam, Malini Natarajan, Jeff Johnston, Julia Zeitlinger

**Keywords:** effector genes, gene expression noise, Pol II pausing, scRNA‐seq, TATA promoter, Chromatin, Epigenetics, Genomics & Functional Genomics, Development & Differentiation

## Abstract

Core promoter types differ in the extent to which RNA polymerase II (Pol II) pauses after initiation, but how this affects their tissue‐specific gene expression characteristics is not well understood. While promoters with Pol II pausing elements are active throughout development, TATA promoters are highly active in differentiated tissues. We therefore used a genomics approach on late‐stage *Drosophila* embryos to analyze the properties of promoter types. Using tissue‐specific Pol II ChIP‐seq, we found that paused promoters have high levels of paused Pol II throughout the embryo, even in tissues where the gene is not expressed, while TATA promoters only show Pol II occupancy when the gene is active. The promoter types are associated with different chromatin accessibility in ATAC‐seq data and have different expression characteristics in single‐cell RNA‐seq data. The two promoter types may therefore be optimized for different properties: paused promoters show more consistent expression when active, while TATA promoters have lower background expression when inactive. We propose that tissue‐specific genes have evolved to use two different strategies for their differential expression across tissues.

## Introduction

The core promoter is the ~ 100 bp sequence surrounding a gene's transcription start site (TSS) that facilitates the assembly of the transcription machinery and Pol II transcription (Smale & Kadonaga, 2003; Haberle & Stark, 2018). Pol II transcription may be stimulated in a tissue‐specific manner by activation signals from enhancer sequences (Banerji *et al*, 1981; Spitz & Furlong, 2012), but a core promoter may also produce basal or background levels of transcription in the absence of an activation signal (Kim *et al*, 1994; Verrijzer & Tjian, 1996; Juven‐Gershon *et al*, 2006). Ideally, a promoter produces only minimal background expression in the inactive state, is highly responsive to enhancers, and reliably produces the desired level of transcription in the active state.

A core promoter element that strongly promotes Pol II initiation is the TATA box (Patikoglou *et al*, 1999; Reeve, 2003), an ancient core promoter element present in archaea, fungi, plants, and animals (Patikoglou *et al*, 1999; Reeve, 2003). TATA is bound by TATA‐binding protein (TBP) and helps assemble the pre‐initiation complex (Nikolov *et al*, 1992; Kim *et al*, 1993; Patikoglou *et al*, 1999). After initiating transcription, Pol II may then pause 30–50 bp downstream of the TSS, before being released into productive elongation (Adelman & Lis, 2012).

Based on work in *Drosophila*, core promoter elements not only influence Pol II initiation, but also Pol II pausing. Promoters with very stably paused Pol II are enriched for downstream pausing elements such as the Pause Button (PB) and the Downstream Promoter Element (DPE) (Burke & Kadonaga, 1997; Lim *et al*, 2004; Hendrix *et al*, 2008; Gaertner *et al*, 2012; Shao & Zeitlinger, 2017). TATA promoters often show minimal Pol II pausing but the evidence is conflicting and predominantly based on cultured cells (Gilchrist *et al*, 2010; Chen *et al*, 2013; Shao & Zeitlinger, 2017; Krebs *et al*, 2017). Swapping core promoter elements or the entire promoter alters the amount and duration of Pol II pausing in *Drosophila* embryos and cultured cells (Lagha *et al*, 2013; Shao *et al*, 2019).

The amount of Pol II pausing at a promoter appears to influence the expression characteristics. Promoters with high occupancy of paused Pol II are prevalent among genes that are highly regulated during development (Muse *et al*, 2007; Zeitlinger *et al*, 2007; Gaertner *et al*, 2012) and mediate more synchronous gene expression between cells (Boettiger & Levine, 2009; Lagha *et al*, 2013). Without well‐timed gene activation, coordinated cellular behaviors such as gastrulation may not proceed properly (Lagha *et al*, 2013). TATA promoters on the other hand are often associated with higher expression variability (Raser & O'Shea, 2004; Blake *et al*, 2006; Tirosh *et al*, 2006; Lehner, 2010; Hornung *et al*, 2012; Li & Gilmour, 2013; Sigalova *et al*, 2020). However, the expression characteristics of TATA promoters in developing embryos are less understood.

Across metazoans, genes with TATA elements are particularly enriched among effector genes, the genes responsible for the structure and function of differentiated tissues (Schug *et al*, 2005; Carninci *et al*, 2006; FitzGerald *et al*, 2006; Engström *et al*, 2007; Lenhard *et al*, 2012; FANTOM Consortium *et al*, 2014). Effector genes start to be expressed primarily at later stages of embryogenesis when cells begin differentiation into morphologically distinct tissues (Erwin & Davidson, 2009). These stages are typically not well studied, and thus, whether TATA promoters confer effector genes different expression characteristics is not clear.

Here, we systematically analyzed the relationship between promoter types and gene expression in differentiated tissues of the late *Drosophila* embryo, where both TATA and paused promoters are active. We mapped the gene expression programs of all cell types using single‐cell RNA‐seq (scRNA‐seq) and determined the occupancy of Pol II in a tissue‐specific fashion. Our analysis revealed large differences in Pol II pausing between the promoters of effector genes and showed that TATA promoters are strongly enriched among effector genes with minimal Pol II pausing. Notably, scRNA‐seq revealed that TATA genes have higher expression variability but lower background expression than paused promoters and that this property correlates with lower chromatin accessibility. We propose that different promoter types are optimal for different expression properties and discuss the mechanisms by which these differences in promoter function occur.

## Results

### Characterization of the tissue‐specific expression programs in the late *Drosophila* embryo using single‐cell RNA‐seq

To obtain an unbiased global view of the gene expression programs in differentiated tissues, we performed scRNA‐seq on dissociated cells from late *Drosophila* embryos (Fig 1A). We chose embryos at stage 16 (14–14.5 h after egg deposition) when the tissues are fully formed but the outside cuticle is not yet developed enough to hamper the dissociation of the cells. After processing the cells through a 10× Genomics Chromium instrument (Klein *et al*, 2015; Macosko *et al*, 2015; Zheng *et al*, 2017), we obtained the expression profiles of approximately 3,500 cells. Cells prepared and sequenced from two separate batches yielded results that were highly similar with regard to data quality and results from clustering (Appendix Fig S1).

**Figure 1:**
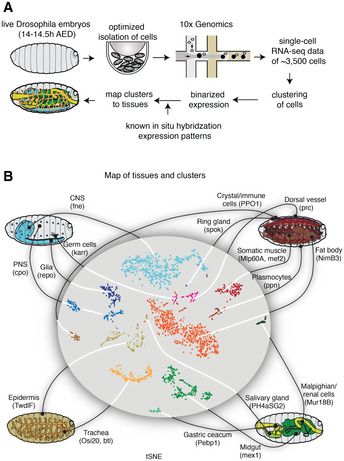
scRNA‐seq captures the expression profiles of effectors genes in the late stages of *Drosophila* embryogenesis Single cells were isolated from *Drosophila* embryos 14–14.5 h after egg deposition (AED). Isolated cells were processed through a 10× Genomics instrument. After sequencing the resulting libraries, the reads were aligned and processed using the standard pipeline from 10× Genomics. The single‐cell gene expression profiles were used to map the cells to known cell types by comparing against the available *in situ* hybridization patterns from the Berkeley *Drosophila* Genome Project.A tSNE projection of the scRNA‐seq data is shown in the middle, and the known tissues to which the clusters were assigned to are graphically illustrated outside. Marker genes for each tissue type are shown in parentheses.

To identify the tissues to which each scRNA‐seq cluster belongs, we correlated the scRNA‐seq data with the large‐scale *in situ* hybridization data from the Berkeley *Drosophila* Genome Project (BDGP) (Tomancak *et al*, 2002; Tomancak *et al*, 2007; Hammonds *et al*, 2013) (Fig 1A). For ambiguous clusters, we analyzed the occurrence of known tissue markers and manually merged or separated clusters such that they better matched anatomical structures. In this manner, we obtained scRNA‐seq data for 16 tissues of the late *Drosophila* embryo: central nervous system (CNS), peripheral nervous system (PNS), glia, germ cells, epidermis, trachea, muscle, dorsal vessel, fat body, plasmocytes, crystal cells, ring gland, salivary gland, gastric cecum, midgut and malpighian tubules (Fig 1B; Dataset EV3). In order to make this classification useful for future studies, we also identified marker genes for each tissue, some of which were previously known (Fig 1B and Appendix Fig S2).

### Effector genes have different Pol II occupancy patterns across tissues

We next asked what promoter type is used by effector genes in the late *Drosophila* embryo. To distinguish effector genes from housekeeping genes and developmental genes, we defined effector genes by their late upregulation during embryogenesis (> 5×, *P* < 0.05 from 2–4 h to 14–17 h), which yielded 1,527 genes (Datasets EV1 and EV2, Materials and Methods). 

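Gene expression was measured by bulk mRNA-seq of polyA RNA from whole embryos, collected in 4 windows after egg deposition, with 3 replicates at 2–4 h, 2 at 14–14.5 h, 4 at 14–17 h and 2 at 17–17.5 h. The authors assigned the reads to genes with Kallisto, which matches reads to annotated targets without a full alignment. For each library and each of 17753 genes they deposited an estimated count, which need not be whole because reads shared by several genes are divided between them, and a TPM value, which is the estimated count divided by the effective length of the gene and scaled to the total of the library. The length used for a gene was its whole span on the dm6 genome, introns included. Of the 12564 annotated genes with introns, 12481 had a length equal to the span, and 0 had a length equal to their exons. Mean TPM values over the replicates were compared with the RNA values that the paper gives in the part of Dataset EV2 analysed here. They were equal within 0.1% for all 1467 genes and in all 4 windows. Total estimated counts were 30897611, 14472809 and 31783930 in replicates 1, 2 and 3 at 2–4 h. They were 38904916, 30038168, 29917410 and 35367479 in replicates 1 to 4 at 14–17 h, 33732425 and 32574101 at 14–14.5 h, and 32523509 and 31895121 at 17–17.5 h. At these depths, 3 counts, taken as the smallest detectable amount, corresponded to between 0.0771 and 0.207 CPM, a floor that covers counting error only. The gene with the largest share of TPM in each library was mt:lrRNA, the large ribosomal RNA of the mitochondrion. It held between 10.0% and 14.8% of TPM in the libraries of 2–4 h and 14–17 h, and between 5.89% and 6.49% in those of 14–14.5 h and 17–17.5 h. The main tests of differential expression were between 2–4 h and 14–17 h, and between 14–14.5 h and 17–17.5 h. Further fits of 14–17 h with each narrow window were used only for the other observations. For these tests the estimated counts were rounded to whole numbers, genes with low counts were removed by filterByExpr, and libraries were normalized by TMM factors. The median variance between replicate libraries was between 2.31 and 11.8 times that of counting noise, so no library was a copy of another.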

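From 2–4 h to 14–17 h, 11623 genes were tested, of which 5606 were higher and 4928 lower at 14–17 h at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, two-sided). Of the genes that were higher, 3594 rose more than 5-fold, 2069 of those had a mean TPM above 10 at 14–17 h, and 1531 also had a mean TPM below 2 at 2–4 h. The 4 effector groups of Dataset EV1 list 1526 genes, and 1525 of them were among the 1531 late-induced genes. The median log2 fold change of the late-induced genes was 6.94 (range 2.44 to 18.84, median standard error 0.29), and 1528 of them were higher in every 14–17 h library than in every 2–4 h library. Their median TPM was 27.8 at 14–17 h and 0.324 at 2–4 h, and 1382 of them were below 2 TPM in each 2–4 h library. Of the alternatives tried, requiring the TPM thresholds in every replicate moved the number of late-induced genes most, to 1238. Across the 7 fits that each left out one replicate, the number stayed between 1489 and 1566. Replicate numbers showed no clear pairing of the libraries. Across genes, the deviations from the group mean correlated with a mean r of 0.0251 between libraries with the same number. Between libraries with different numbers it was −0.0080, where genes are not independent replicates. Deviations from a mean cancel out within a window, so the second value largely follows from the first and is no separate check. With the replicate number as a block, 1531 genes were late-induced, 5559 were higher and 4824 were lower at 14–17 h.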

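Osi20 (FBgn0037430), on chromosome 3R from 6340095 to 6341424 of dm6, had a TPM of 683 ± 175 (SD, n = 4) at 14–17 h and 1.67 ± 2.72 (SD, n = 3) at 2–4 h. Its log2 fold change was 8.42 (standard error 0.69, adjusted p = 9.6e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The early value came mostly from replicate 1, with 73 counts against 1 count in each of the other replicates, and leaving out one replicate at a time gave log2 fold changes between 7.75 and 12.78. Mlp60A (FBgn0259209), on 2R from 24074602 to 24078223, rose from 1.78 ± 1.41 TPM (SD, n = 3) to 555 ± 69.0 TPM (SD, n = 4). Its log2 fold change was 8.18 (standard error 0.46, adjusted p = 5.5e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 2–4 h Mlp60A had 156, 20 and 48 counts in replicates 1, 2 and 3. Leaving out one replicate at a time gave log2 fold changes between 7.84 and 9.14. CG2962 (FBgn0030186), on X from 10214858 to 10216642, had 0 counts in each 2–4 h library and 2895 ± 519 TPM (SD, n = 4) at 14–17 h. TwdlY (FBgn0052570), on X from 16734947 to 16735980, likewise had 0 counts in each 2–4 h library and 1804 ± 147 TPM (SD, n = 4) at 14–17 h. The log2 fold changes of CG2962 and TwdlY, 18.84 and 17.24, depend on the small value that edgeR adds to a count of 0. Estimated counts of both genes were not whole, since some of their reads were shared with other genes, so their levels are uncertain.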

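Genes expressed at both ends of this interval were counted in the same comparison. Of 4719 tested genes with a mean TPM above 10 at 2–4 h and at 14–17 h, 630 had an adjusted p above 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change was −0.02, the median of its absolute value 0.13, and the median standard error 0.11. The median TPM of the 630 genes was 33.1 at 2–4 h and 32.9 at 14–17 h, and 586 of them were above 10 TPM in each of the libraries. An adjusted p above 0.05 means that no change was detectable at this depth. The number of such genes was 728 with the replicate number as a block, 533 with the DESeq2 Wald test and 504 when all 11 libraries were fitted together, which was the alternative that moved it most. Of 473 housekeeping genes in the part of Dataset EV1 analysed here, 383 were among the 630. Gip (FBgn0011770), which that dataset lists among the housekeeping genes, lies on X from 10328877 to 10329872. It had 110 ± 9.46 TPM (SD, n = 3) at 2–4 h and 96.4 ± 11.2 TPM (SD, n = 4) at 14–17 h, a log2 fold change of −0.20 (standard error 0.13, adjusted p = 0.16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).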

As control groups, we also defined ubiquitously expressed housekeeping genes (647 genes), as well as developmental genes that are highly paused throughout embryogenesis (772 genes; Dataset EV1) as defined previously (Gaertner *et al*, 2012).

These late‐induced genes were enriched for GO terms of tissue‐specific biological functions, e.g., synaptic transmission and chitin‐based cuticle development (Fig EV1A), consistent with them being effector genes. They were also under‐represented for sequence motifs found in housekeeping genes and enriched for TATA consensus motifs (Fig EV1C). However, sequence motifs typically found in paused developmental promoters such as DPE and PB were also significantly enriched, suggesting that these genes may also be induced by the paused promoter type (Fig EV1C; Dataset EV2).

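Dataset EV6 lists genes by GO term for groups of effector genes with different promoter types. For the TATA group it lists 44 genes under chitin-based cuticle development, the GO term of genes that build the embryo's outer layer. All 44 were late-induced. Their median log2 fold change from 2–4 h to 14–17 h was 8.61 (range 4.45 to 15.03, median standard error 0.39), and their median TPM was 0.304 at 2–4 h and 68.7 at 14–17 h. For the highly paused group it lists 15 genes under chemical synaptic transmission, all of them late-induced as well. Their median log2 fold change was 5.99 (range 3.82 to 17.28, median standard error 0.14), and their median TPM rose from 0.339 to 22.1. Each gene of both lists was higher in every 14–17 h library than in every 2–4 h library. No test was made on these lists, since their genes had been chosen for their induction. The paper defines effector genes by their late upregulation.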

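Motif calls were taken from the part of Dataset EV2 analysed here, which is ordered by gene identifier. It covers 1359 of the genes tested for expression, 114 of them late-induced and 1245 not. A TATA element was called at 16 of the 114 late-induced genes (14.0%) and at 70 of the 1245 other genes (5.62%), an odds ratio of 2.74 (Fisher's exact test, two-sided, adjusted p = 0.004 with Benjamini-Hochberg adjustment over the 9 motifs). Among the motifs of housekeeping promoters, DRE was called at 1 late-induced gene (0.877%) and 242 other genes (19.4%), with an odds ratio of 0.0367 (adjusted p = 2.2e-08, same Fisher's exact test). Motif6 was called at 1 late-induced gene and 93 other genes (7.47%), with an odds ratio of 0.11 (adjusted p = 0.006, same Fisher's exact test). Motif7 was called at 6 late-induced genes (5.26%) and 196 other genes (15.7%), with an odds ratio of 0.297 (adjusted p = 0.004, same Fisher's exact test). Motif1 was called at 0 late-induced genes and 39 other genes (3.13%), a difference that was not detectable with 114 genes (adjusted p = 0.11, same Fisher's exact test). Neighbouring and related genes share promoter sequences, so genes are not fully independent units in these tests.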

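In the same 114 late-induced and 1245 other genes, DPE was called at 3 late-induced genes (2.63%) and 23 other genes (1.85%), with an odds ratio of 1.44 (Fisher's exact test, two-sided, adjusted p = 0.53). PB was called at 4 late-induced genes (3.51%) and 50 other genes (4.02%), with an odds ratio of 0.869 (adjusted p = 1, Fisher's exact test). Both motifs are rare, so 114 genes give little power to detect a difference. GAGA was called at 26 late-induced genes (22.8%) and 238 other genes (19.1%), with an odds ratio of 1.25 (adjusted p = 0.42, Fisher's exact test). The Initiator motif Inr was called at 45 late-induced genes (39.5%) and at 22.7% of the other genes, with an odds ratio of 2.22 (adjusted p = 0.00063, Fisher's exact test). The other genes in this comparison include developmental paused genes, which carry the same pausing elements.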

**Figure EV1:**
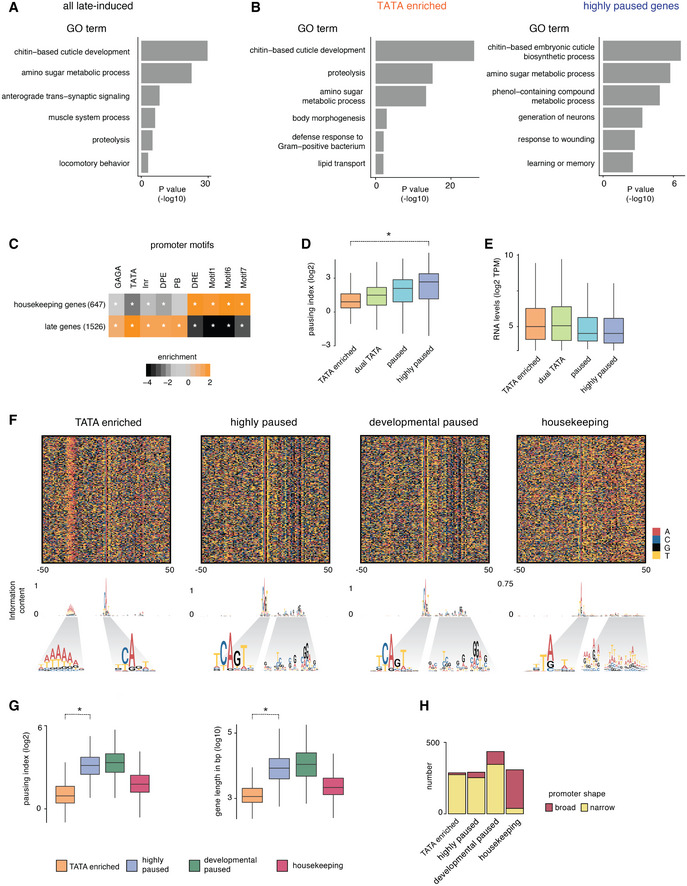
Functional categories and categorization of late‐induced effector genes A, BGO term enrichments were calculated for Biological Processes. For each gene group and each GO term, the enrichment was calculated as the fraction of genes in a group associated with a GO term over the fraction of all genes with the same GO term. The statistical significance was calculated using the hypergeometric test. GO terms associated with less than five genes were not included in the analysis. Top representative terms are shown in the bar plot. (A) Identified effector genes are enriched for expected GO terms. (B) GO term enrichments for the TATA group and the highly paused group effector genes were calculated separately. While there are some differences between the groups, both groups have functional categories expected for effector genes.CThe identified effector genes were enriched for promoter elements found at tissue‐specific genes (focused promoter elements) and are depleted for motifs associated with housekeeping genes (broad promoter elements). A star denotes significance with a Fisher's exact test, (*P < 0.05).DPausing indices (log_2_), the ratio of Pol II at the promoter vs the gene body, are shown for the different effector gene groups. The pausing indices of genes from the TATA group are significantly lower than that of the highly paused group (Wilcoxon two‐sided test, *P < 10^−15^).ERNA levels (log_2_ TPM) from 14 to 17 h whole embryos at the different effector gene groups are shown. The TATA genes are expressed at levels comparable to the paused genes.FThe sequence heat map plot shows motif differences between the different gene groups. Information content at each position is plotted as a sequence logo.GPausing index and total gene lengths of genes, of TATA and highly paused effector genes, developmentally paused and housekeeping groups are shown. The pausing indices of genes from the TATA group are significantly lower than that of the highly paused group (Wilcoxon two‐sided test, *P < 10^−15^; left panel). TATA genes are generally shorter than highly paused genes (Wilcoxon two‐sided test, *P < 10^−15^; right panel).HPromoter shape values are based on the CAGE data (Sigalova *et al*, 2020). Promoters of TATA‐enriched, highly paused and developmentally paused genes groups are primarily narrow, while the housekeeping gene promoters are primarily broad. Box plots in all panels show the median as the central line, the first and the third quartiles as the box, and the upper and lower whiskers extend from the quartile box to the largest/smallest value within 1.5 times of the interquartile range.

We therefore set out to characterize these promoters experimentally by performing Pol II ChIP‐seq experiments on a variety of tissues isolated from the late *Drosophila* embryo. Using the INTACT method (Deal & Henikoff, 2011; Bonn *et al*, 2012), nuclei from the tissue of interest were genetically tagged for biotin labeling and isolated from fixed embryos (14–17 h) with the help of streptavidin‐coupled magnetic beads (Fig 2A). The following six tissues were analyzed: neurons (using *elav*‐Gal4), glia (using *repo*‐Gal4), muscle (using *mef2*‐Gal4), trachea (using *btl*‐gal4), and epidermis and gut (using enhancer trap‐Gal4 lines 7021 and 110394, respectively, see Materials and Methods; Fig 2B).

**Figure 2:**
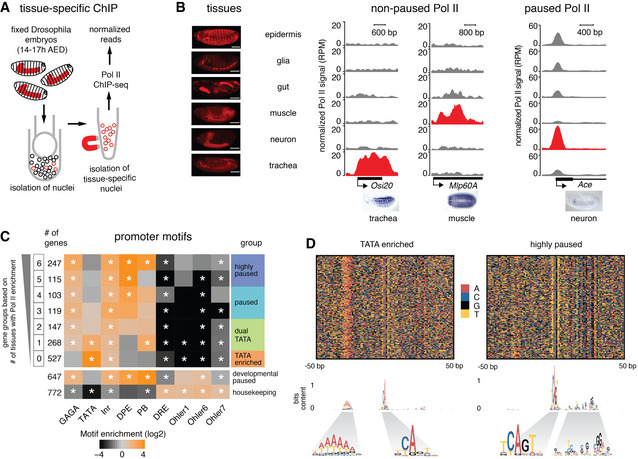
Tissue‐specific Pol II ChIP‐seq shows differences in Pol II occupancy patterns at effector genes Tissue‐specific ChIP‐seq was done by isolating nuclei from specific tissues (shown in red) by expressing the *Escherichia coli* biotin ligase (BirA) and the biotin ligase recognition peptide (BLRP) fused with a nuclear envelope‐targeting sequence in the tissue of interest. This allows the isolation of nuclei from the tissue of interest using streptavidin magnetic beads.Pol II ChIP‐seq was performed in six different tissues shown in the left panel (scale bar ‐ 100 µm). The middle and the right panels show the read‐count normalized Pol II ChIP‐seq tracks (RPM) from the six tissues at individual genes. For each gene, gray and red tracks indicate non‐expressing tissues and expressing tissue, respectively. The middle panel shows the Pol II profile at two non‐paused genes, which have Pol II only in the expressing tissues. The expression is limited to specific tissues as shown in the *in situ* images from BDGP. The right panel shows the Pol II profile at a paused gene, which has Pol II in all observed tissues, although the expression is limited to specific tissues as shown in the *in situ* images from BDGP. Paused Pol II is generally highest in the tissue with the highest expression. We also found systematic differences between samples; thus, some tissues have generally higher enrichments than others, presumably because they are easier to cross‐link.Identified effector genes were grouped into seven groups based on Pol II penetrance, i.e. the number of tissues in which Pol II enrichment is above background (calculated in a window starting from the TSS and ending 200 bp downstream). Genes that are highly paused throughout embryogenesis (developmental paused) (Gaertner *et al*, 2012) and housekeeping genes are shown as a control. Core promoter elements are differentially enriched across the groups (Fisher's exact test with multiple‐testing correction, *P < 0.05), allowing us to classify promoter classes based on Pol II penetrance (highly paused, paused, dual TATA, TATA enriched). The highly paused group is defined by Pol II enrichments in 5–6 tissues and is similar to the developmental paused genes. TATA enrichment is found in the groups with Pol II enrichment in 0 or 1 tissues.Sequence heat map plots show clear and consistent motif differences between the TATA‐enriched and highly paused gene groups. The information content of the motifs is plotted as a sequence logo below, revealing a degenerative TATA box, an Inr with or without G, and downstream pausing elements all of which are consistent with previous results (Shao *et al*, 2019).

The Pol II ChIP‐seq tracks from the six tissues confirmed that the ChIP‐seq data are tissue‐specific. For example, the tracheal gene *Osi20* and the muscle gene *Mlp60A* showed high Pol II occupancy in the trachea and muscle samples, respectively, but not in the other tissues (Fig 2B middle panel). Global analyses were also consistent with a high concordance between Pol II occupancy and scRNA‐seq (Appendix Fig S3). The Pol II occupancy was however not always tissue‐specific. Some genes showed high Pol II occupancy at the promoter in many or all tissues, despite being expressed in a very tissue‐restricted fashion. For example, expression of *Ace* is restricted to neuronal populations but showed very high Pol II promoter occupancy in all tissues (Fig 2B right panel). Moreover, the Pol II pattern along the gene was indicative of Pol II pausing since the Pol II occupancy peaks at the pausing position (30–50 bp downstream of the TSS) and is not detected at the gene body (Fig 2B right panel).

These results suggest that there are two types of tissue‐specific promoters that are regulated in a fundamentally different fashion. At one type of promoter, Pol II is recruited only in tissues where the gene is expressed and proceeds toward productive elongation without detectable pausing (Fig 2B middle panel). On the other end of the spectrum is a promoter type where Pol II is widely recruited and found paused across all tissues, and Pol II only proceeds toward productive elongation in the tissues where the gene is expressed (Fig 2B right panel).

### Pol II penetrance across tissues separates TATA and paused effector genes

We next asked whether the different Pol II occupancy patterns across tissues could distinguish between promoter types. We classified genes based on their Pol II penetrance (Fig 2C), defined as the number of tissues (from 0 to 6 tissues) in which Pol II is detected around the TSS above background (> 2‐fold signal over input; Dataset EV2). Genes with the highest Pol II penetrance (5–6 tissues) were strongly enriched for pausing elements such as GAGA, DPE, or PB (362 highly paused genes), similar to developmental paused genes (Fig 2C; Dataset EV2). On the other hand, genes with the lowest Pol II penetrance (0 tissues) were highly enriched for TATA elements (527 TATA‐enriched genes). Gene groups with intermediate Pol II penetrance had weaker enrichments for both types of elements (222 paused genes, 415 dual TATA genes that had both TATA and pausing elements). 

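The RNA level of the TATA-enriched genes was taken from the TPM values of whole embryos. At 14–17 h, the 527 genes had a median of 32.0 TPM, with a lowest value of 10.0 and a highest of 4165. A TPM above 10 in this window was a criterion for effector genes, so the lower bound is set by the selection. The libraries of 14–14.5 h and 17–17.5 h did not enter the selection, and there 63.4% and 84.6% of the TATA-enriched genes were above 10 TPM. CG12546 (FBgn0037178), which has the highest level in the group, lies on chromosome 3L from 22693324 to 22693812 of dm6 and has no intron. Its TPM was 4165 ± 243 (SD, n = 4), against less than 1 count in each 2–4 h library. Ccp84Aa (FBgn0004783), a TATA-enriched gene on 3R from 6704084 to 6704903, had 303 ± 24.6 TPM (SD, n = 4) at 14–17 h and 0.669 ± 0.685 TPM (SD, n = 3) at 2–4 h. Its log2 fold change was 8.58 (standard error 0.30, adjusted p = 2e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out one replicate at a time gave values between 8.14 and 9.82. Some of the reads of Ccp84Aa were divided between it and other genes, so its level is uncertain.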

Although TATA‐enriched genes did not have detectable Pol II occupancy, they were nevertheless transcribed according to RNA‐seq data (Fig EV1E). This suggests that Pol II may be hard to detect at some TATA genes, presumably because Pol II does not pause and significant levels can only be detected with high levels of transcription.

These results suggest that Pol II penetrance across tissues is another measurement for Pol II pausing that can be used to classify promoter types. Consistent with this, the Pol II penetrance correlates with Pol II pausing when measured by the pausing index (Fig EV1D; Dataset EV2). Furthermore, we confirmed that Pol II penetrance was not biased by expression levels (Fig EV1E; Dataset EV2), although slight differences in the timing of the induction of the TATA‐enriched and paused gene groups were detected (Appendix Fig S4; Dataset EV2).

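RNA levels were compared between the promoter groups as log2(TPM + 1) of the mean over the replicates. At 14–17 h, the median was 5.04 for the 527 TATA-enriched genes, 5.10 for the 415 dual TATA genes, 4.58 for the 222 paused genes and 4.58 for the 362 highly paused genes. The TATA-enriched median exceeded the highly paused one by 0.46 (two-sided permutation test over genes with 100000 resamples, p = 0.00014). Genes are not independent replicates, so the difference was also taken in each library, where it was 0.42 ± 0.17 (SD, n = 4). The direction depended on how gene length enters the measure. As log2(CPM + 1), which has no correction for length, the TATA-enriched genes were lower, with a median of 4.10 against 6.70 and a difference of −2.60. With TPM computed over the length of the exons, an alternative chosen after the data were examined, the medians were 4.80 and 5.58 and the difference −0.78.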

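For the timing of induction, the groups were compared at 14–14.5 h and 17–17.5 h. The TATA-enriched median rose from 4.05 to 5.29, while the highly paused median was 4.64 and 4.59. Within libraries, the TATA-enriched genes were lower than the highly paused genes by a difference of −0.59 ± 0.06 (SD, n = 2) at 14–14.5 h and higher by 0.74 ± 0.08 (SD, n = 2) at 17–17.5 h. These levels are TPM by gene span. Their order within each of these windows was not checked with exonic length, which reversed the order at 14–17 h. Gene by gene, the median change in log2(TPM + 1) was 1.36 for TATA-enriched and −0.13 for highly paused genes, a difference of 1.49 (two-sided permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). The median change over all genes was −0.21 on the TPM scale and −0.04 with TMM factors. Leaving out one library at a time gave differences between 1.44 and 1.55, and edgeR log2 fold changes with the replicate number as a block gave 1.58. TPM by exonic length gave 1.49, so the change between the windows does not rest on the length used. For this pair of windows, deviations of libraries with the same replicate number correlated across genes at r = −0.0451, and those with different numbers at 0.0451. With 2 libraries per window, the second value is fixed by the first. Of 11267 tested genes, 3607 were higher and 3554 lower at 17–17.5 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 libraries against 2), and 3426 and 3260 with the replicate number as a block. Among TATA-enriched genes, 367 of 518 tested were higher (70.8%) and 90 lower. Among highly paused genes, 157 of 362 were higher (43.4%) and 143 lower. The highly paused gene ect (FBgn0000451), on 3L from 10190276 to 10201837, fell from 103 ± 5.95 TPM (SD, n = 2) at 14–14.5 h to 10.9 ± 6.32 TPM (SD, n = 2) at 17–17.5 h, with a log2 fold change of −3.04 (standard error 0.37, adjusted p = 0.00074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

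**Figure D1:**
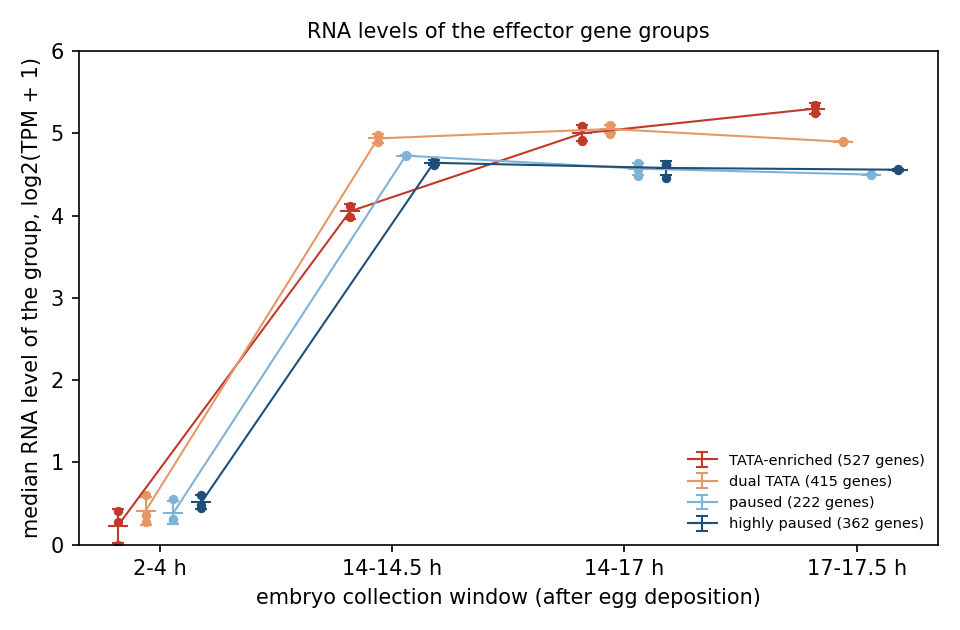
Median RNA level of each effector gene group, as log2(TPM + 1), against the collection window in hours after egg deposition, with 1 point per library and the mean ± SD of the libraries (3 at 2–4 h, 2 at 14–14.5 h, 4 at 14–17 h, 2 at 17–17.5 h). By TPM over the gene span, the TATA-enriched group is the lowest at 14–14.5 h and the highest at 17–17.5 h. With exonic length, the order of TATA-enriched and highly paused genes reversed at 14–17 h, and the other windows were not checked.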

To analyze the promoter groups in more detail, we aligned the promoter groups based on the TSS identified by CAGE data from late *Drosophila* embryos (Hoskins *et al*, 2011). We then visualized the sequence composition using color plots and generated consensus motifs for different promoter groups (Fig 2D; Dataset EV2). This revealed that the majority of promoters in the TATA‐enriched group indeed showed TATA‐like elements at the expected position of −30 bp upstream of the TSS, as well as a weak Initiator sequence (CA), consistent with previous data (Shao *et al*, 2019). In contrast, the highly paused group showed a strong Initiator sequence (TCAGT) with a G at the +2 position, which has been shown to promote Pol II pausing (Shao *et al*, 2019). In addition, these promoters had a well‐positioned G‐rich sequence pattern downstream of the TSS around the site of Pol II pausing (Fig 2D). When we performed the same analysis on the previously identified developmental paused genes, the pattern was strikingly similar (Fig EV1F). This indicates that the highly paused promoters during development and in differentiated tissues are functionally equivalent. The functional equivalence is further supported by their similarity in pausing index, gene length, and promoter shape (Fig EV1G and H; Dataset EV2).

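Gene length was taken as the span of each gene on dm6, introns included. The 362 highly paused genes had a median length of 8445 bp (quartiles 3963 and 16727 bp). The 212 developmental paused genes in the part of Dataset EV2 analysed here had a median of 15175 bp (quartiles 5636 and 30334 bp). After removing genes that are in both lists, the ratio of the medians of 353 highly paused and 203 developmental paused genes was 0.562 (two-sided permutation test over genes on log10 length, p = 1e-05, the smallest that 100000 resamples can give). The highly paused list is complete, while the developmental paused genes come from one part of a list ordered by gene identifier. With the 26 highly paused genes of that same part, the ratio was 0.633 (two-sided permutation test over genes, p = 0.24; two-sided Wilcoxon rank-sum test, p = 0.041). The 222 paused effector genes had a median length of 6119 bp. Pausing index and promoter shape were not analysed here.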

Since effector genes have previously been associated with TATA promoters (Schug *et al*, 2005; Carninci *et al*, 2006; FitzGerald *et al*, 2006; Engström *et al*, 2007; Lenhard *et al*, 2012; FANTOM Consortium *et al*, 2014), we asked whether the functions of the highly paused genes also point to them being effector genes. 

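Under the GO term chitin metabolic process, which covers the making and breaking down of the polymer of the insect cuticle, Dataset EV6 lists 12 highly paused and 26 TATA genes. All of them were late-induced. The median log2 fold change from 2–4 h to 14–17 h was 7.19 for the 12 highly paused genes (median standard error 0.25) and 7.27 for the 26 TATA genes (median standard error 0.43). Median TPM at 14–17 h was 34.5 for the highly paused and 44.8 for the TATA genes. In these lists, 11 of the 12 highly paused genes were lower and 1 higher at 17–17.5 h than at 14–14.5 h, while 2 of the 26 TATA genes were lower and 23 higher (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Another 7 highly paused genes are listed under embryonic cuticle biosynthesis, with a median log2 fold change of 5.40, and 4 of these were lower and 2 higher at 17–17.5 h. Timing was not uniform within a group. Of the 15 highly paused genes under chemical synaptic transmission 9 were higher and 3 lower, and of the 44 TATA genes under chitin-based cuticle development 22 were higher and 18 lower.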

GO analysis revealed functional categories such as chitin metabolic process and amino sugar metabolic process, which are also enriched among TATA genes (Fig EV1B; Dataset EV6). Furthermore, typical tissue‐specific functions were identified among highly paused genes, including rhabdomere development, respiratory system development, and generation of neurons. Although categories such as multicellular organism development and signaling were also enriched, these genes were not well‐studied developmental genes.

In summary, while some of these paused genes might be classified as developmental genes by other methods, we conclude that paused promoters clearly contribute to the specific structure and function of differentiated tissues and thus fulfill the criteria for being effector genes. We did however notice differences between the TATA and paused effector genes. The TATA genes were often short genes found in clusters of gene families (e.g., the *Osi* gene family, Appendix Fig S5), and many of them were expressed in tissues such as the epidermis, gut, and trachea, which are exposed to the environment and may require adaptation (Dorer *et al*, 2003; Cornman, 2009; Shah *et al*, 2012). This indicates that effector genes with different promoter types may have different structural and functional properties.

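The median span on dm6 was 1147 bp for TATA-enriched genes (quartiles 758.5 and 2037 bp) and 2154 bp for dual TATA genes. The ratio of the TATA-enriched to the highly paused median was 0.136 (two-sided permutation test over genes on log10 length, p = 1e-05, the smallest that 100000 resamples can give). Exons made up at least 90% of the span in 52.6% of TATA-enriched and 7.73% of highly paused genes. The annotation names 23 Osi genes, 20 of which lie together on chromosome 3R between 6173549 and 6341424. Of the 23, the paper's Dataset EV1 places 1 among the TATA-enriched genes (Osi18), 5 among the dual TATA genes (Osi9, Osi14, Osi15, Osi19 and Osi20) and 1 among the highly paused genes (Osi2), and 16 are in no effector group. Among the highest in the cluster at 14–17 h, Osi15 had 813 ± 192 TPM (SD, n = 4) and Osi6 282 ± 182 TPM (SD, n = 4). Osi18 had 165 ± 55.2 TPM (SD, n = 4) and Osi2 106 ± 14.1 TPM (SD, n = 4). Osi6 and Osi7 exceeded the limit of 2 TPM at 2–4 h, with means of 7.07 ± 11.8 and 5.18 ± 8.68 TPM (SD, n = 3), where the SD is larger than the mean.

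**Figure D2:**
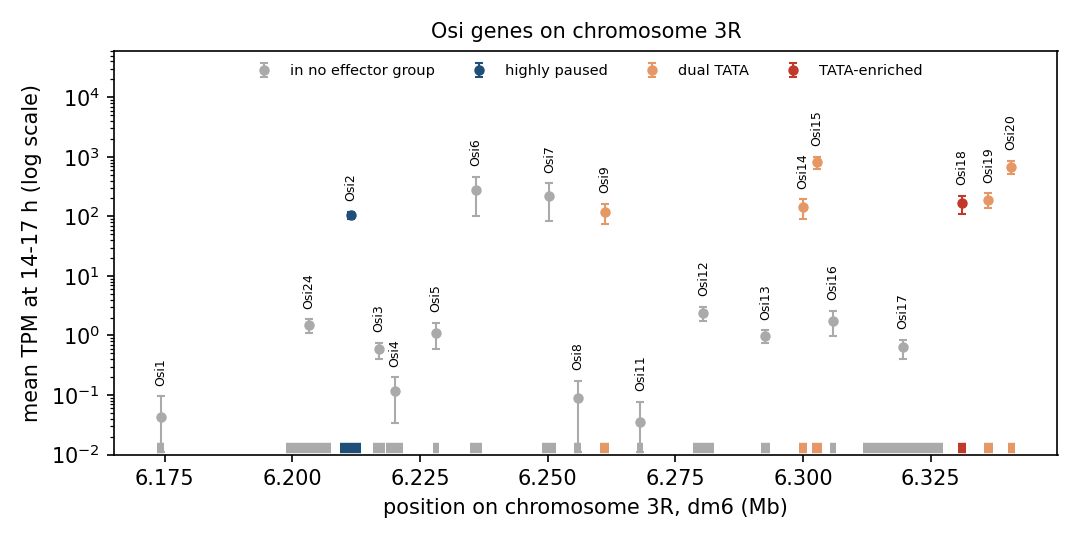
Mean TPM at 14–17 h on a log scale (error bars, SD of 4 libraries, shortened at the lower edge of the axis where needed) of the 20 clustered Osi genes, against position on chromosome 3R in Mb on dm6, with bars along the bottom for the gene spans and colours for the effector group. Genes of the effector groups lie among neighbours that are in no group and in most cases have a much lower TPM.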

### TATA genes are expressed with high variability but low background expression

We next analyzed whether the different promoter types might display different expression characteristics across tissues. Using the scRNA‐seq data, we analyzed their expression noise, measured by the coefficient of variation across different expression bins. We found that TATA genes had consistently higher expression variation than paused genes in all expression bins (Figs 3A and, EV2A and B; Datasets EV4 and EV5).

**Figure 3:**
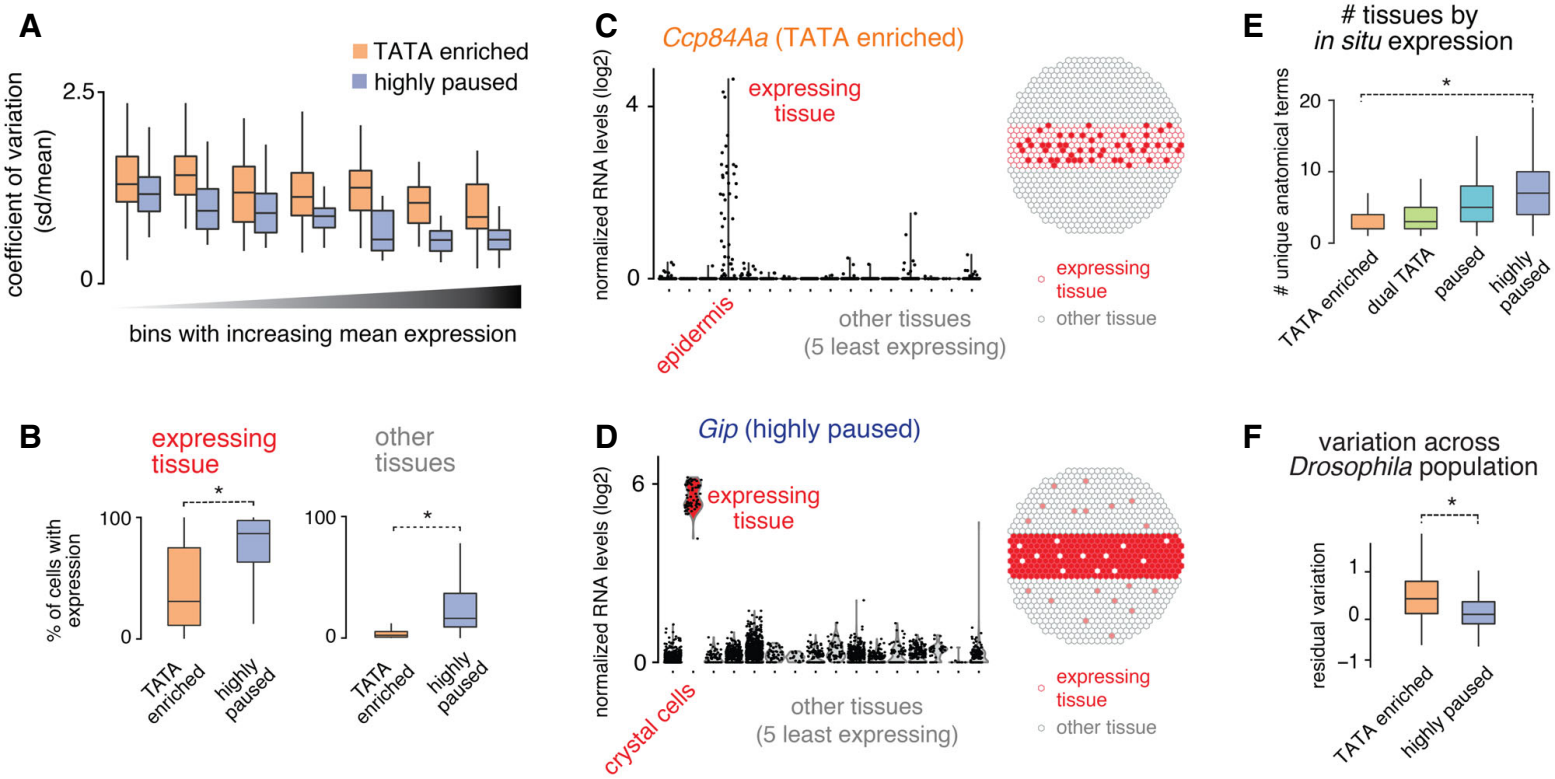
scRNA‐seq reveals differences in expression characteristics of TATA and paused genes AThe differences in cell‐to‐cell gene expression variability for the TATA and the paused effector gene groups were analyzed using the scRNA‐seq data. The coefficient of variation (standard deviation/mean) of gene expression was calculated for all genes in the tissue with the highest expression for each gene. The median coefficient of variation was consistently lower for the paused genes compared with the TATA genes.BThe frequency of cells with any detectable expression (> one read) was calculated in tissues with the highest expression for each gene (expressing tissue) and in five other tissues with the least expression for each gene (other tissues). The frequency of cells with detectable expression in the expressing tissues, a measure of expression robustness, is lower for the TATA genes compared with the highly paused genes (left) (Wilcoxon two‐sided test, *P < 10^−15^). The frequency of cells with detectable expression in the other tissues, a measure of background expression, is also lower for the TATA genes compared with the paused genes (right; Wilcoxon two‐sided test, *P < 10^−15^).C, DNormalized gene expression levels (read‐count normalized for each cell, log_2_) in different tissues, from the scRNA‐seq experiment, for a TATA group gene, and a highly paused group gene, are shown. (C) The TATA gene, *Ccp84Aa*, shows noisy expression in the epidermis, without detectable background expression in non‐expressing tissues. (D) The highly paused gene, *Gip*, shows very robust expression in crystal cells but has high background expression in the non‐expressing tissues.EThe number of annotation terms associated with each gene in the BDGP *in situ* database. This is a measure of whether the expression of a gene is restricted to specific subsets of tissue (Wilcoxon two‐sided test, *P < 10^−15^).FThe coefficient of variation across different isogenic lines of *Drosophila* from DGRP, after being corrected for dependence on expression (loess regression), is plotted for different effector gene groups (Sigalova *et al*, 2020). Genes from the TATA‐enriched group show high variability compared with the paused genes (Wilcoxon two‐sided test, *P < 10^−15^). Box plots in all panels show the median as the central line, the first and the third quartiles as the box, and the upper and lower whiskers extend from the quartile box to the largest/smallest value within 1.5 times of the interquartile range.

**Figure EV2:**
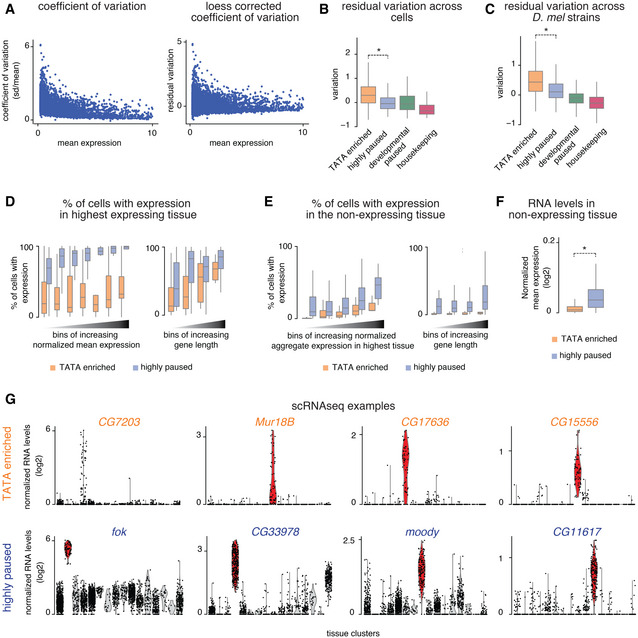
Differences in the scRNA‐seq expression profiles of late‐induced effector gene groups Since the coefficient of variation of gene expression (standard deviation/mean) shows a dependency on mean expression (left), it was corrected by loess regression (right).The coefficient of variation after correcting for mean expression is lower for the paused genes compared with the TATA genes (Wilcoxon two‐sided test, *P < 10^−15^).The loess‐corrected coefficient of variation of gene expression across different isogenic lines of *Drosophila melanogaster* from the DGRP collection (Sigalova *et al*, 2020) also shows that genes from the TATA‐enriched group show higher variability compared to the paused genes (Wilcoxon two‐sided test, *P < 10^−15^).The frequency of cells with detectable expression (> one read) in the highest expressing tissue (different for each gene) was calculated for all genes in the different effector gene groups. The median frequency of expressing cells was higher for the highly paused genes compared with the TATA genes, stratified by the mean gene expression levels (left) and gene length (right). Across bins, the median frequency of cells with detectable expression was higher for the paused genes compared with the TATA genes.The frequency of cells with detectable expression (> one read) in the five least expressing tissues (different for each gene) was calculated for all genes in the different effector gene groups, stratified by total expression in the expressing tissues for each gene (left) and by gene length (right). The median frequency of cells with detectable expression was higher across bins for the highly paused genes compared with the TATA genes.Mean normalized RNA levels in the five least expressing tissues (different for each gene) were calculated for all genes in the different effector gene groups. The mean normalized RNA levels were higher for the highly paused genes compared with the TATA genes in the non‐expressing tissues (Wilcoxon two‐sided test, *P < 10^−15^).Expression profiles of various genes from the TATA‐enriched and highly paused genes groups show that the TATA‐enriched group tends to have noisy expression without detectable background expression in non‐expressing tissues, while the highly paused genes tend to show very robust expression in the expressing tissues with high background expression in the non‐expressing tissues. Box plots in all panels show the median as the central line, the first and the third quartiles as the box, and the upper and lower whiskers extend from the quartile box to the largest/smallest value within 1.5 times of the interquartile range.

We then specifically compared the expression variability between TATA and highly paused promoters when the gene was either active in a tissue (expression cluster with highest expression) or inactive (the five expression clusters with least expression). For both the active and inactive expression clusters of each gene, we scored how many cells had detectable expression (at least one read). The results show that paused genes are indeed more consistently expressed between cells when active in a tissue, but they also have higher background expression when not expressed (Figs 3B and EV2F; Dataset EV5). In contrast, TATA genes show higher expression variability when expressed, but less background expression in tissues where the gene is not expressed (Figs 3B and EV2F; Dataset EV5). The difference between promoter types was still present after accounting for differences in their expression levels or gene length (Fig EV2D and E). Good examples to illustrate this fundamental difference are *Ccp84Aa*, a TATA gene expressed in the epidermis (Figs 3C and EV2G for additional examples), and *Gip*, a highly paused gene expressed in crystal cells (Figs 3D and EV2G for additional examples).

The high expression variability of TATA genes has previously been associated with high stochastic noise that is intrinsic to this core promoter type (Raser & O'Shea, 2004; Blake *et al*, 2006; Hornung *et al*, 2012). While our results are consistent with these findings, it is also possible that TATA genes appear to be more variably expressed across cells within a tissue because they are expressed in a more restricted fashion, e.g., in subtypes of cells within a tissue. To test this, we analyzed their *in situ* expression pattern in late‐stage *Drosophila* embryos using the BDGP database. We found that the TATA genes had significantly fewer annotated expression patterns compared with highly paused genes (Fig 3E; Dataset EV2). This more restricted expression of TATA genes may therefore also contribute to the increased expression variability and reduced background expression in our scRNA‐seq data. Finally, we found that the TATA effector gene group had higher expression variation across *Drosophila* population isolates than the highly paused effector gene group (Figs 3F and EV2C), consistent with TATA promoters being more evolutionarily adaptable.

### TATA promoters have lower chromatin accessibility

We previously observed that paused and TATA promoters in the *Drosophila* embryo have different nucleosome configurations: highly paused promoters have a strong disposition for a promoter nucleosome that is depleted when paused Pol II is present (Gilchrist *et al*, 2010; Gaertner *et al*, 2012; Chen *et al*, 2013), while TATA promoters have fuzzy promoter nucleosomes (Tirosh & Barkai, 2008; Gaertner *et al*, 2012). Consistent with observations in yeast, this suggests a model in which the promoter nucleosome at TATA promoters represents a barrier to transcriptional activation, which in turn may influence its expression characteristics (Raser & O'Shea, 2004; Tirosh & Barkai, 2008; Hornung *et al*, 2012).

We therefore analyzed whether the promoter groups among the effector genes differed in their promoter nucleosome occupancy. Using MNase‐seq data, we found that the higher the Pol II penetrance across tissues, the more the promoters became nucleosome depleted in the late embryo as compared to the early embryo, while TATA promoters did not show such change (Figs 4A and EV3A for comparisons with housekeeping and developmental paused genes). This supports the idea that the expression characteristics of the two promoter types involve different nucleosome configurations.

**Figure 4:**
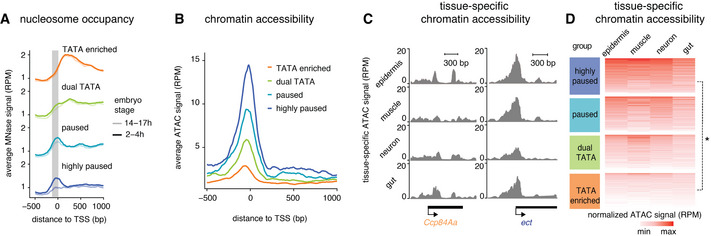
Paused genes are more accessible than the TATA genes AAverage read‐count normalized MNase signal (RPM) from 2–4 h to 14–17 h embryos is shown at the different effector gene promoter groups. The gray area highlights the changes in nucleosome occupancy, which are prominent at highly paused genes.BChromatin accessibility is shown as the average read‐count normalized ATAC‐seq signal (RPM) from 14–17 h embryos for each promoter group. Paused genes show higher accessibility at the promoter region than the TATA genes.C, DATAC‐seq chromatin accessibility was measured in different tissues isolated from 14–17 h embryos using INTACT. (C) Read‐count normalized ATAC (RPM) signal at individual genes from the TATA group (*Ccp84Aa*) and highly paused gene group (*ect*) is shown. (D) Read‐count normalized ATAC signals (RPM) from different tissues were calculated for each gene from 150 bp upstream of the TSS to the TSS. Paused genes show higher average accessibility across all tissues compared with the TATA genes (Wilcoxon two‐sided test, *P < 2.2*10^−16^).

**Figure EV3:**
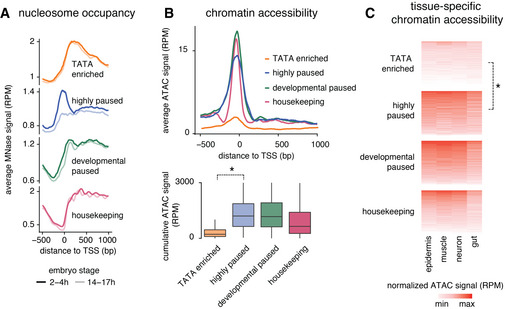
Differences in accessibility at late‐induced effector gene groups Average read‐count normalized MNase signal (RPM) from 2 to 4 h and 14 to 17 h embryos are shown at the different effector gene promoter groups and developmental and housekeeping genes.Chromatin accessibility is shown as the average read‐count normalized ATAC‐seq signal (RPM) from 14 to 17 h for each promoter group. TATA‐enriched genes show lower accessibility at the promoter region than the highly paused effector genes or developmental genes. Box plots below quantifying the reads from 150 bp upstream of the TSS to the TSS confirm the lower accessibility of TATA genes compared with the paused genes (Wilcoxon two‐sided test *P < 10^−15^). Box plots show the median as the central line, the first and the third quartiles as the box, and the upper and lower whiskers extend from the quartile box to the largest/smallest value within 1.5 times of the interquartile range.Read‐count normalized ATAC signals (RPM) from different tissues were calculated for each gene from 150 bp upstream of the TSS to the TSS. TATA‐enriched genes show lower average accessibility across all tissues compared with the highly paused effector genes or developmental genes (Wilcoxon two‐sided test, *P < 10^−15^).

If the promoter nucleosome indeed represents a barrier to activation and this barrier is lowered by the presence of paused Pol II, one would expect that promoters with paused Pol II show higher chromatin accessibility. To test this, we performed ATAC‐seq experiments in 14–17 h embryos as a measurement for chromatin accessibility across all tissues (Figs 4B and EV3B; Dataset EV2). Strikingly, we found that the more Pol II pausing, the higher the average promoter accessibility, while the most canonical TATA promoters with the least amount of pausing showed the least chromatin accessibility (Figs 4B and EV3B).

We then tested whether the pattern of chromatin accessibility across promoters was tissue‐specific and performed ATAC‐seq on tissues isolated using the INTACT method. We found consistently higher promoter accessibility across all tissues for highly paused promoters compared with the TATA promoters (Figs 4C and D, and EV3C; Dataset EV2). This supports our hypothesis that promoters with high levels of Pol II pausing are nucleosome depleted. This in turn could lower the barrier for activation, which explains the robust tissue‐specific expression, but also the higher levels of background expression as compared to TATA promoters (Fig 5).

**Figure 5:**
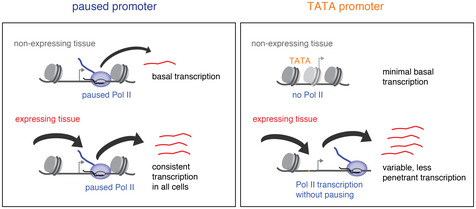
Model for the different expression characteristics for paused vs TATA promoters Paused promoters have high levels of paused Pol II throughout the embryo, even in tissues where the genes are not expressed; they show high promoter accessibility in all tissues, low gene expression noise when active, but also high background expression when inactive. TATA promoters mediate highly tissue‐restricted expression and only show Pol II occupancy when active; they have lower chromatin accessibility and background expression but show higher expression noise when active.

## Discussion

Previous bioinformatics analyses suggested that effector genes are highly enriched among genes with TATA elements (Schug *et al*, 2005; Carninci *et al*, 2006; FitzGerald *et al*, 2006; Engström *et al*, 2007; FANTOM Consortium *et al*, 2014), but how the promoter type affects their tissue‐specific expression has not been clear. Moreover, TATA genes have been observed in other contexts to have altered Pol II pausing behavior (Gilchrist *et al*, 2010; Chen *et al*, 2013; Shao & Zeitlinger, 2017), but whether this applies to effector genes in differentiated tissues was not known. Furthermore, it was unclear whether effector genes would be predominantly expressed by TATA promoters or whether other promoter types would also be common for these types of genes. Here, we found that effector genes with TATA promoters are indeed expressed with minimal Pol II pausing, but that there are also many effector genes that are expressed from paused promoters. Since the two promoter types are employed in the same cells, we were able to directly compare the two promoter types side‐by‐side across different tissues and analyze their tissue‐specific expression characteristics using scRNA‐seq.

We found that paused and TATA promoters regulate tissue‐specific gene expression in fundamentally different ways. At promoters with pausing elements, paused Pol II is found broadly across tissues, even in tissues where the genes are not expressed. In contrast, TATA promoters only recruit Pol II in tissues where the genes are active and the most canonical TATA promoters do not show Pol II pausing. These patterns of Pol II recruitment across tissues are consistent with those observed over developmental time, since we have previously observed that paused promoters typically show Pol II occupancy prior to induction, while TATA promoters do not (Gaertner *et al*, 2012). Our results therefore consolidate the fundamental difference between these two promoter types.

The difference in Pol II recruitment between promoter types could explain the difference in expression characteristics that we observed in our scRNA‐seq data. Paused genes showed significantly lower expression variability within the cells of a tissue as compared to TATA genes. This is consistent with the more synchronous expression of paused genes over time and the generally higher expression variability of TATA genes (Raser & O'Shea, 2004; Tirosh *et al*, 2006; Blake *et al*, 2006; Tirosh & Barkai, 2008; Boettiger & Levine, 2009; Lehner, 2010; Hornung *et al*, 2012; Lagha *et al*, 2013; Li & Gilmour, 2013; Day *et al*, 2016; Faure *et al*, 2017; Sigalova *et al*, 2020). However, paused genes also had higher levels of background expression than TATA genes.

We therefore propose that the presence of paused Pol II, while allowing low variability in gene expression, causes background expression because of the broad recruitment of paused Pol II throughout the embryo. Precise gene expression requires both low variability when the gene is active and low background expression when the gene is inactive. Since neither promoter type fulfills both criteria, there may be a trade‐off between them. Highly paused promoters are more optimal for achieving low expression variability when genes are active, while TATA promoters are more optimal for achieving very low background expression when the genes are inactive.

How paused Pol II changes the expression characteristics of promoters is not entirely clear. Since paused Pol II does not directly promote new initiation (Gilchrist *et al*, 2008; Gilchrist *et al*, 2010; Shao & Zeitlinger, 2017), we favor a model in which paused Pol II lowers the activation barrier for the promoter by keeping the promoter nucleosome away and increasing the accessibility to the promoter (Gilchrist *et al*, 2008; Gilchrist *et al*, 2010). This model is consistent with our analysis of nucleosome occupancy by MNase‐seq and chromatin accessibility by ATAC‐seq across our promoter types, showing that paused promoters have significantly higher accessibility than TATA promoters.

A significant role for the promoter nucleosome in shaping the expression characteristic of a gene is supported by studies in yeast. TATA promoters are typically occluded by a promoter nucleosome, which is then removed during gene activation (Lee *et al*, 2007; Tirosh *et al*, 2007; Tirosh & Barkai, 2008). The stochastic nature of nucleosome removal has been shown to be associated with gene expression variability (Boeger *et al*, 2008; Kim & O'Shea, 2008; Brown *et al*, 2013; Boeger *et al*, 2015). Paused promoters in *Drosophila*, on the other hand, also have a promoter nucleosome, but this nucleosome is absent when paused Pol II is present (Gilchrist *et al*, 2008; Gilchrist *et al*, 2010; Gaertner *et al*, 2012), which may lower the activation barrier and produce lower gene expression variability.

Other mechanisms could also contribute to the differences in expression variability between the two promoter types. Transcription of many genes is a discontinuous process that occurs in bursts of transcripts (Raj *et al*, 2006; Coulon *et al*, 2013). These bursts of transcription are larger at TATA promoters (Hornung *et al*, 2012; Tantale *et al*, 2016; Larsson *et al*, 2019), presumably because the stable binding of TBP leads to increased reinitiation (Yean & Gralla, 1997; Yean & Gralla, 1999; van Werven *et al*, 2009; Joo *et al*, 2017; Hasegawa & Struhl, 2019). Furthermore, it has been proposed that Pol II pausing could influence the duration of the inactive state and reduce noise (Pedraza & Paulsson, 2008; Suter *et al*, 2011; Boettiger *et al*, 2011; Boettiger, 2013; Zoller *et al*, 2015; Shao *et al*, 2019).

While the expression characteristics can explain why effector genes use different promoter types, a not mutually exclusive possibility is that the two promoter types play different roles in evolution. Effector genes in differentiated tissues are under evolutionary pressure to adapt to a changing environment over time. TATA promoters may be more tunable in their expression levels since they are more sensitive to mutational perturbations and show higher expression divergence between species (Tirosh *et al*, 2006; Landry *et al*, 2007; Tirosh & Barkai, 2008; Hornung *et al*, 2012; Sigalova *et al*, 2020). Consistent with this hypothesis, we found that TATA effector genes were often short genes in clusters that are expressed in tissues that have to adjust to their environments, such as the epidermis, gut, and trachea. These genes may correspond to the simple “gene batteries” described by Eric Davidson and may be regulated predominantly by promoter‐proximal regulatory elements (Erwin & Davidson, 2009; Roider *et al*, 2009; Soler *et al*, 2010). In contrast, promoters with paused Pol II tend to be found in relatively long genes with extensive cis‐regulatory regions (Roider *et al*, 2009; Zeitlinger & Stark, 2010; Sigalova *et al*, 2020). A large number of enhancers in these genes makes it more likely that gene duplications disrupt enhancer‐promoter interactions and that promoter mutations have detrimental pleiotropic effects.

The characteristics of effector genes that we observed for the late *Drosophila* embryo are likely to be similar in vertebrates. Vertebrate TATA promoters are also enriched among the tissue‐specific genes (Schug *et al*, 2005; Carninci *et al*, 2006; FANTOM Consortium *et al*, 2014) and have higher expression variability (Zoller *et al*, 2015; Faure *et al*, 2017; Sigalova *et al*, 2020). Furthermore, the presence of paused Pol II at promoters has been found to correlate with reduced gene expression noise (Day *et al*, 2016). Thus, the possible trade‐off between various expression characteristics that we observe at different promoter types could be a general feature of metazoan promoters.

## Materials and Methods

### Fly stocks

Oregon‐R embryos were used for wild‐type whole‐embryo experiments. For the INTACT experiments, embryos from fly stocks expressing tissue‐specific RAN‐GAP‐mcherry‐FLAG‐BirA were used. To generate these fly stocks, UAS RAN‐GAP‐mcherry‐FLAG‐BirA lines were crossed with six tissue‐specific Gal4 driver lines with the following Bloomington stock number: neuron ‐ 8760, glia ‐ 7415, trachea ‐ 8807, epidermis ‐ 7021, muscle – 27390, and gut ‐ 110394. The exact genotype is listed in Appendix Table S1.

### Embryo collection

For embryo collections, adult flies were maintained in population cages in an incubator at 25°C. Embryos were collected on apple juice plates and matured in an incubator at 25°C. For example, 14–17 h AED embryos were collected for 3 h and then matured for another 14 h. Embryos were dechorionated for 1 min with 67% bleach and then cross‐linked for 15 min with 1.8% formaldehyde (final concentration in water phase). Embryos were flash‐frozen in liquid nitrogen and stored at −80°C. For ATAC‐seq and scRNA‐seq experiments, the embryos were not cross‐linked and processed immediately after dechorionation. Experiments were performed in biological replicates from independent embryo collections on different days. At least two biological replicates were performed for scRNA‐seq, ATAC‐seq, ChIP‐seq, and bulk RNA‐seq experiments. One or two replicates were performed for the MNAse‐seq experiments.

### Isolation of tissue‐specific nuclei for ChIP‐seq or ATAC‐seq

Nuclei isolation was performed using previously published protocols with modifications (Deal & Henikoff, 2011; Bonn *et al*, 2012). 0.5 g of embryos were dounced in HBS buffer (0.125 M Sucrose, 15 mM Tris [pH 7.5], 15 mM NaCl, 40 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 2% BSA, protease inhibitors) in a 15 ml dounce tissue grinder. The nuclei suspension was then filtered through two layers of miracloth (Calbiochem, #475855) and spun at 500 g for 10 min at 4°C. The supernatant was discarded. The nuclear pellet was resuspended in HBS buffer and dissociated by passage through a syringe (22.5‐gauge needle) 10 times. After spinning again, the pellet was resuspended in HBS buffer and incubated with Dynabeads® M‐280 Streptavidin beads (Invitrogen, # 11205D) for 30 min with end‐to‐end rotation at 4°C. A magnet was used to separate the bead‐bound nuclei, and the beads were washed thoroughly with HBS buffer. For tissue‐specific ChIP‐seq experiments, multiple batches are typically combined, and each ChIP is performed on ~ 0.5–1 g starting embryos containing ~ 5 µg DNA based on measuring the chromatin by Nanodrop or Qubit. The NEBNext ChIP‐Seq Library Prep kit was used for library preparation. For tissue‐specific ATAC‐seq, much smaller amounts are used as starting material (e.g., 2,000 embryos).

### ATAC‐seq experiments

Oregon‐R embryos of stage 14–17 h AED were dounced in HBS buffer as described above, starting with ~ 500 embryos for whole‐embryo ATAC‐seq or ~ 2,000 embryos for tissue‐specific ATAC‐seq. The transposition of the nuclei was performed as described in (Buenrostro *et al*, 2013), using 2.5 μl Tn*5* transposase, followed by PCR amplification (Nextera DNA Sample Preparation Kit: FC‐121‐1030, Illumina) and library preparation (the Nextera index kit: FC‐121‐1011, Illumina). Libraries were purified using Agencourt AMPure XP beads (A63881, Beckman Coulter). Paired‐end sequencing was performed on the NextSeq 500 instrument (Illumina). Following sequencing, the chromatin accessibility was calculated by computationally filtering for fragments of sizes up to 100 bp, which represent small fragments from accessible regions.

### MNase‐seq experiments

MNase digestion was performed similarly to previously published protocols (Chen *et al*, 2013). Briefly, chromatin was extracted from 0.1 g of Oregon‐R embryos per replicate and then digested with a concentration gradient of MNase (Worthington Biochemical Corporation #LS004798) for 30 min at 37°C. All samples were run on a gel, and the digestion concentration to be sequenced was chosen as previously described (Chen *et al*, 2013). Libraries were prepared using the NEBNext DNA Library Prep Kit and then paired‐end sequenced with an Illumina HiSeq 2500 sequencing system. The nucleosome‐sized fragments (100–200 bp) were selected computationally to analyze the nucleosome occupancy.

### mRNA‐seq experiments

Total mRNA was extracted from non‐cross‐linked embryos using the Maxwell Total mRNA purification kit (Promega, #AS1225). PolyA‐mRNA was isolated using DynaI oligo(dT) beads (Life Technologies, #61002). Libraries were prepared using the TruSeq DNA Sample Preparation Kit (Illumina, #FC‐121‐2001) and sequenced on the HiSeq 2500 and the Nextseq 500 (Illumina).

### scRNA‐seq experiments

scRNA‐seq experiments were performed on 14–14.5 h AED wild‐type Oregon‐R embryos. The isolation of single cells was performed similarly to the previously published protocol (Karaiskos *et al*, 2017) with the following modifications. The embryos were dounced in SFX medium with 0.1% PF68 + 0.1% BSA, which was found to improve the cell viability. The total number of dounces was increased to 120 to improve the isolation of cells from late‐stage embryos. Isolated cells were filtered and washed and then resuspended in Schneider's medium to avoid any interference with droplet formations in subsequent steps. Resuspended cells were immediately processed in the 10x Genomics instrument with optimal loading at a targeted capture rate of about 6,000 cells per run to minimize doublets. RNA isolation and cDNA synthesis and amplification were done according to the manufacturer's instructions. Libraries were prepared using the TruSeq DNA Sample Preparation Kit (Illumina, #FC‐121‐2001) and sequenced on the HiSeq 2000. scRNA‐seq experiments were performed on two biological replicates on separate days from different cages.

### Sequence alignment

All sequencing reads were aligned to the *Drosophila melanogaster* genome (dm6) using Bowtie (v 1.1.2) (Langmead *et al*, 2009), allowing a maximum of two mismatches and including only uniquely aligned reads. The sequenced reads were trimmed to 50 bp before alignment. Aligned reads were then extended to the estimated insert size or the actual size for the paired‐end libraries. For the bulk mRNA‐seq samples, the gene expression values were calculated by performing pseudo‐alignment using the Kallisto package (Bray *et al*, 2016). For the scRNA‐seq samples, alignment and separations of reads from different cells were done using the Cell Ranger pipeline (v 2.1.1) from 10× Genomics.

### Reannotation of TSS using CAGE data

For general purposes, we used the flybase gene annotation (r 6.21) for our analysis. For the motif enrichment analysis, sequence heat map, sequence logos, ATAC‐seq, and MNAse‐seq metagene plots, we reannotated the existing TSSs based on CAGE data obtained from 16–18 h embryos (modENCODE ‐ ID:5344). A flybase TSS was reannotated based on the highest signal found within 150 bp around the TSS.

### Mapping scRNA‐seq data to known tissue types

We obtained the gene expression profiles of about 3,500 cells in total from two independent biological replicates. The cells from both replicates were pooled for the downstream analysis. The Seurat package (Satija *et al*, 2015) was used for normalization, clustering, and visualization of the scRNA‐seq data. The cell gene expression matrix was normalized by the total expression per cell and scaled by a factor of 10,000 and log‐transformed. Principal component analysis was performed on highly variable genes. The first 20 principal components were used as input for clustering by Shared Nearest Neighbor method. The Seurat package was used to identify the marker genes for each of the clusters.

The tissue of origin for the clusters was identified by comparing the scRNA‐seq expression patterns with the *in situ* hybridization profiles from the Berkeley *Drosophila* Genome Project (BDGP) similar to the previously published method (Karaiskos *et al*, 2017). Briefly, the annotated gene expression profiles for the embryonic stage 13–16 were obtained from BDGP, excluding the ubiquitously expressed genes. The scRNA‐seq data were then binarized into ON/OFF values, based on whether the expression values are above/below a threshold. The expression value at the 0.9 quantile for each gene was used as the threshold above, which it was considered ON. The results did not vary significantly for a wide range of cutoffs. The Matthews Correlation Coefficient was calculated based on this binarized version of our data vs the binarized BDGP data. Each cell was annotated as the tissue with which it had the maximum correlation. Each cluster was then assigned the tissue to which the largest number of cells were annotated. For ambiguous clusters, the occurrence of known tissue markers was analyzed and clusters were manually merged or separated such that they better matched anatomical structures. For example, when more than one cluster was annotated with the same tissue type and we could not find meaningful differences between them, we merged these clusters. Similarly, when small subgroups with distinct tissue types were found within a cluster, the clusters were separated into multiple sub‐clusters.

### Gene groups

We defined effector genes by their late upregulation during embryogenesis (> 5×, *P* < 0.05 from 2–4 h to 14–17 h [Wald test, Deseq2 library], > 10 TPM in 14–17 h, < 2 TPM in 2–4 h) which yielded 1,527 genes. As control groups, we also defined ubiquitously expressed housekeeping genes (*P* > 0.05 from 2–4 h to 14–17 h [Wald test, Deseq2 library], > 10 TPM in 14–17 h, > 10 TPM in 2–4 h; 647 genes), as well as developmental genes that are highly paused throughout embryogenesis (772 genes) (Gaertner *et al*, 2012) (Datasets EV1 and EV2). We later grouped the effector genes based on Pol II penetrance, defined as the number of tissues (from 0 to 6 tissues) in which Pol II is detected around the transcription start site (TSS to 200 bp downstream of the TSS) to be above background (> 2‐fold signal over input). This resulted in four groups: TATA enriched (527 genes)(0 tissues), dual TATA (415 genes)(1–2 tissues), paused (222 genes)(3–4 tissues), and highly paused (362 genes)(5–6 tissues).

### Promoter element enrichment

In Fig 2C and EV1C, Appendix Fig S5B, the presence of known *Drosophila* promoter elements in each promoter is identified with zero mismatches, in a specified window relative to the TSS (Appendix Table S2). For each gene group and each promoter element, the enrichment was calculated as the fraction of genes in a group with a promoter element over the fraction of all annotated genes with the same promoter element. For genes with multiple isoforms, the isoform with the highest Pol II signal in 14–17 h embryos was used for the analysis. The statistical significance was calculated with the Fisher's exact test after correcting for multiple testing by the Benjamini–Hochberg method.

### Sequence heat map and logo plots

Sequence heat maps were made by plotting the nucleotides at each position using the ggplot2 package (geom_tile). We randomly selected a subset of genes (350) for each group so that the plots are visually comparable. Logo plots are made using the ggseqlogo package.

### Pausing index calculations

Pausing index in Fig EV1D and G was calculated as the amount of Pol II ChIP‐seq signal in the 200 bp window downstream of the TSS divided by the Pol II signal in the 200–400 bp region downstream from the TSS in the gene body.

### % of cells with expression and coefficient of variation calculations

When calculating the percentage of cells with detectable transcripts for each gene in each tissue, the tissue with maximum expression was considered as the expressing tissue and the five least expressing tissues were considered as other tissues. Cells with at least one detectable read are considered as expressing cells. The coefficient of variation (CV) was calculated as the ratio of the standard deviation of expression divided by the mean expression in the expressing tissue. Only the cells with detectable transcripts were considered for this calculation. The CV exhibited a strong negative relationship with mean expression level. To account for this relationship, we applied local polynomial regression (loess regression, degree = 2, span = 0.1) and calculated the residual coefficient of variation from the fitted line.

### Statistical significance calculations and data visualization

*P* values in Figs 3B, E and F, 4D, EV1D and G, EV2B, C and F, and EV3C, Appendix Fig S4A and B, and S5C were calculated with the two‐sided Wilcoxon test. *P* values in Figs 2C and EV1C, and Appendix Fig S5B were calculated with the Fisher's exact test with multiple‐testing correction, *P < 0.05. *P* values in Appendix Fig EV1A and B were calculated using the hypergeometric test. Heat maps are normalized, and really low or high values are ceiled or floored, respectively. Box plots show the median as the central line, the first and the third quartiles as the box, and the upper and lower whiskers extend from the quartile box to the largest/smallest value within 1.5 times of the interquartile range.

## Author contributions

MN, VR, and JZ conceived the study and designed the experiments. MN and VR carried out the INTACT experiments. VR performed the scRNA‐seq experiments. VR and JJ analyzed the data. VR, JZ, MN, and JJ contributed to data interpretation. VR and JZ wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

Raw and processed data associated with this manuscript have been deposited in GEO under the accession number GSE120157 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120157). All data analyses performed in this paper, including raw data, processed data, software tools, and analysis scripts are available through a publicly accessible Amazon machine image (ami‐id: ami‐0054641ba9378d685). The analysis code is also available on GitHub at https://github.com/zeitlingerlab/Ramalingam_promoter_types_2020.

How the deposited data were processed for this re-analysis (not part of the article)

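Bulk mRNA-seq was analysed for 11 libraries of whole Drosophila embryos, 3 at 2–4 h, 2 at 14–14.5 h, 4 at 14–17 h and 2 at 17–17.5 h after egg deposition. Each library was assigned to its window and replicate from its label. Experiments on single cells, Pol II, chromatin accessibility and nucleosomes were not analysed here.

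The authors deposited an estimated count per gene and library, made with Kallisto from reads that the methods describe as trimmed, on dm6 with FlyBase annotation. The authors also deposited a TPM value per gene and library, which Kallisto computes from the estimated count and the effective length of the gene. The paper's text does not name the version of Kallisto. Of 17625 genes found in the annotation (dm6, Ensembl release 115), 17502 had a file length equal to the span of the gene with its introns, so the deposited TPM is per length of span. For genes of usual length, the effective length was 199 bp below that length. Between 19.4% and 22.2% of the estimated counts in a library were not whole. Depth was similar between libraries except for replicate 2 at 2–4 h. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

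From these files, the estimated counts were rounded to whole numbers and tested with edgeR (version 4.0.16, R 4.3.3), using filterByExpr, TMM factors, its quasi-likelihood F-test and Benjamini-Hochberg adjustment, two-sided. Standard errors were derived from the fit as the absolute log2 fold change divided by the square root of F. The comparison of 2–4 h with 14–17 h held those 7 libraries, and that of 14–14.5 h with 17–17.5 h those 4. Late-induced genes followed the paper's thresholds, more than 5-fold higher with p under 0.05, a mean TPM above 10 at 14–17 h and below 2 at 2–4 h. Housekeeping genes had p above 0.05 and a mean TPM above 10 in both windows. The paper used the DESeq2 Wald test and its text does not say whether its p was adjusted, so both forms were run as alternatives, with DESeq2 1.42.0. The pairing of libraries comes from the replicate numbers in their labels, which the methods describe only as independent collections on different days.

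Promoter groups, GO lists, motif calls and the RNA values used for comparison were read from Datasets EV1, EV2 and EV6. The 4 effector groups are complete in Dataset EV1 as analysed here, while the housekeeping and developmental paused groups and Dataset EV2 were analysed in part, as far as the supplementary text goes. Groups were compared by the difference of medians of log2(TPM + 1) with a permutation test over genes (100000 resamples, fixed seed). Motifs were compared by Fisher's exact test (scipy 1.17.1) with Benjamini-Hochberg adjustment over 9 motifs. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used. Genes named in the text are those that the paper names individually and the 3 late-induced genes with the highest mean TPM at 14–17 h that were past all thresholds and higher in every 14–17 h than in every 2–4 h library. Members of the Osi family, which the paper names as a family, are reported in addition. CG7568, alph, shop, htk, CR42722 and CR42723 are outside the rule and were picked as examples after the data were examined. The rule, the designs and the alternatives were set before the data were examined, except where an alternative is said to have been chosen later.

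The fits and tests named here were tested on simulated data. With 200 genes changed 4-fold, edgeR recovered 98.5% of them with 12 false calls among 11493 genes, DESeq2 98% with 14 false calls among 11623 genes, and edgeR with 2 libraries against 2 recovered 97.5% with 3 false calls among 11439 genes. With the replicate number as a block, 98.5% were recovered with 6 false calls among 11493 genes, and 97% with 3 false calls among 11439 genes with 2 libraries against 2. These simulations had as many genes up as down, 1 dispersion for all genes and no effect of replicate number. In the real comparison of 2–4 h with 14–17 h, 10534 of 11623 genes passed an adjusted p of 0.05 (edgeR's quasi-likelihood test). Normalization where most genes change was therefore not tested. With other factors (RLE), housekeeping genes numbered 533 against 630. The permutation test gave a p under 0.05 in 6.5% of 200 simulations without a difference, and recovered a shift of 1 as 0.988. Within bins of gene span, it gave a p under 0.05 in 4.5% of 200 simulations without a difference, and recovered a shift of 1 as 1.01. Fisher's exact test recovered an odds ratio of 3 as 2.93. The search for samples far from the others and the correlation of replicate numbers were not simulated.

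Alternatives covered the test, normalization factors, the filter on low counts, the libraries in the fit, the replicate number as a block, adjusted or unadjusted p, TPM thresholds in every replicate, scaling of TPM, the pseudocount of 1 or 0.1, CPM, and leaving out each replicate. TPM by exonic length, TPM without mitochondrial genes and a comparison of gene length within one part of Dataset EV2 were added after the data were examined. For TPM by exonic length, the estimated count was divided by the effective length of the summed exons and rescaled within the library. The Kallisto index counts reads over introns as well, so this value is an approximation.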

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

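Of the tests in this part, the one on the 14–17 h level of falling effector genes was chosen only after the result was seen.

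Effector genes are defined by their rise, but 186 of the 1526 fell more than 4-fold from 14–14.5 h to 17–17.5 h at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 349 rose as much. The paper reports a difference in timing between groups and its main text does not describe genes that fell; its appendix figures were not analysed here. The genes that fell were 36 of 527 TATA-enriched, 68 of 415 dual TATA, 36 of 222 paused and 46 of 362 highly paused genes. The scaling of TPM, which moved the median of all genes by −0.21 on the log2 scale, is too small to give a 4-fold change, and total counts were similar in both windows. For 83.9% of the genes (156 of 186) the TPM at 14–17 h lay between those at 14–14.5 h and 17–17.5 h. Because the genes were chosen for a large gap between the ends, a level between them is likely whatever the cause of the gap, so this test alone does not separate a brief period of expression from a difference between library batches. The batch difference described under the other observations puts 14–14.5 h and 17–17.5 h on the same side, with 5.89% to 6.49% of TPM from mt:lrRNA in all 4 libraries, and so does not give a fall between them. Any other batch difference between these 2 windows was not tested. Each end has 2 libraries, and the exact ages of the embryos were not measured here.

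The highly paused genes had a median log2(TPM + 1) of 4.46 in replicate 3 at 14–17 h, against 4.61 to 4.63 in the other replicates, a gap that is 0.878 of the whole range and beyond the limit used for 4 samples. It was the 1 such case among 16 results examined, and about 1 in 20 is what chance gives. Genes that rise more than 4-fold from 14–14.5 h to 17–17.5 h stood higher in this replicate, relative to genes that fall, by a median gap of 0.45 on the log2 scale, against −0.48, 0.08 and −0.03 in replicates 1, 2 and 4. The collections may therefore differ in age within the window. The median of highly paused genes was between 4.55 and 4.66 in the libraries of 14–14.5 h and 17–17.5 h, all above that of replicate 3, but those libraries may differ from the 14–17 h ones by batch, so the low value cannot be told apart from an effect of age. The median deviation of all genes above 10 TPM was −0.060 in replicate 3, against −0.16 for highly paused genes, so scaling of the whole library cannot be ruled out for part of the shift.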

How the results depend on the processing

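The alternatives added after the data were examined are TPM by exonic length, TPM without mitochondrial genes, and highly paused genes of the same part of Dataset EV2 as the developmental paused genes. Of 142 alternative values for 23 results, 138 kept the direction and the side of the threshold, or stayed within 1.5 times the count where a result is a count. Some alternatives among these could have no effect, because in the motif comparison the paper's 4 effector groups hold the same 114 genes, and the limit of 10 TPM removes no gene from the spread between 14–17 h replicates. The 2 values that reversed belong to the RNA level of TATA-enriched against highly paused genes at 14–17 h. As log2(CPM + 1) the difference was −2.60, and with TPM by exonic length −0.78. Both settings change only how gene length enters the value, and the medians without length correction were 4.10 and 6.70. The pseudocount of 0.1 (0.48), the mean of log2(TPM + 1) over replicates (0.42) and leaving out each replicate (0.36 to 0.52) kept the direction. The ratio of gene lengths, highly paused to developmental paused, was 0.633 within the same part against 0.562 and no longer passed the permutation test (p = 0.24). The median log2 fold change of the 44 cuticle genes moved from 8.61 to 8.76 with DESeq2, and the cause was not tested.

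Late-induced genes numbered from 1238 (TPM thresholds in every replicate) to 1673 (TPM by exonic length). Housekeeping genes numbered from 504 with all 11 libraries in one fit to 738 without one replicate. The difference in the change from 14–14.5 h to 17–17.5 h stayed between 1.39 (CPM) and 1.72 (mean TPM of at least 10). For the 9 named genes, 70 of 72 alternatives stayed on the same side of the threshold. The other 2 are Gip without replicate 2 at 2–4 h (log2 fold change −0.32, adjusted p = 0.033) and without replicate 3 at 14–17 h (−0.34, adjusted p = 0.0026, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

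An alternative that takes the most expressed transcript of each gene was not run, since values are by gene. Leaving out a replicate gave no counts of genes for 14–14.5 h against 17–17.5 h, where it leaves 1 library in a window. Replicate 2 at 2–4 h has less than the depth of any other library, 14472809 counts, so its floor of 0.207 CPM limits how low a level at 2–4 h can be seen there.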

Differences from the paper's values

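Of the tests in this part, the comparison of gene length within one part of Dataset EV2 was chosen only after the result was seen. As processed here, none of the values compared with the paper's differs by more than 1.5 times, with log values compared as levels. The number of late-induced genes was 1531 against the paper's 1527, and that of housekeeping genes 630 against the paper's 647. The median log2 RNA level at 14–17 h was 5.04 for TATA-enriched genes against about 5 in Fig EV1E, read by eye, and 4.58 for highly paused genes against about 4.5 in Fig EV1E, read by eye. As log2(CPM + 1), without length correction, the medians were 4.10 and 6.70, which are 1.87 times below and 4.59 times above those levels.

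The paper states that DPE and PB are enriched at late-induced genes. Among the 114 late-induced genes of the part of Dataset EV2 analysed here, the odds ratios were 1.44 for DPE (adjusted p = 0.53, Fisher's exact test, two-sided) and 0.869 for PB (adjusted p = 1, Fisher's exact test). The paper's background is all annotated genes, while the comparison here is with the other genes of that part. An alternative set before the data were examined added the genes of that part that were not tested for expression. It still left the late-induced genes out of the comparison, so it is not the paper's background. Its odds ratios were 1.50 for DPE (adjusted p = 0.52, Fisher's exact test) and 0.892 for PB (adjusted p = 1, Fisher's exact test). The other such alternative, the paper's 4 effector groups, holds the same 114 genes and is no separate check.

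The paper states that TATA genes are expressed at levels comparable to paused genes. The medians differed by 0.46 on the log2(TPM + 1) scale (permutation test over genes, two-sided, p = 0.00014), while the quartiles of the TATA-enriched genes were 4.18 and 6.29. With exonic length the difference was −0.78, so its direction depends on the length used. The paper states that highly paused and developmental paused genes are similar in gene length. The ratio of medians was 0.562 after removing shared genes (permutation test over genes, two-sided, p = 1e-05, the smallest that the permutations can give), but it sets all highly paused genes against the developmental paused genes of one part of Dataset EV2, which is ordered by gene identifier. With the 26 highly paused genes of that same part the ratio was 0.633 and did not pass a permutation test over genes (two-sided, p = 0.24), while a Wilcoxon rank-sum test gave p = 0.041. The paper calls Gip a highly paused gene, while Datasets EV1, EV2 and EV5 list it as housekeeping; its adjusted p from 2–4 h to 14–17 h was 0.16 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).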

Other observations

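Tests chosen only after the result was seen are the one on introns in the gene length, all 3 on genes absent from some windows, and the one on a constant share of 14–14.5 h RNA.

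Other ways of dividing the 7 libraries of 2–4 h and 14–17 h were compared with the real one. Of 35 splits into 3 and 4 libraries, 8 part all 3 pairs with the same replicate number. Of those 8, the real split was the 1 that gave as many late-induced genes, and also the 1 that gave as many genes past an adjusted p of 0.05 (10534). With 8 splits no share under 0.05 can be reached. All other splits of the 35 gave 0 genes at an adjusted p under 0.05, and between 0 and 3983 genes at an unadjusted p under 0.05 (median 4.5), against 10558 for the real split (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

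The lead of TATA-enriched over highly paused genes at 14–17 h depends on the length in the TPM. Deposited values divide by the gene span, and highly paused genes are mostly intron, so a candidate explanation of the lead is that introns lower the TPM of the longer genes. With exonic length the difference became −0.78. Among genes whose exons make up at least 90% of the span, where both lengths are nearly equal, 277 TATA-enriched genes had a median of 5.25 and 28 highly paused genes 4.68, a difference of 0.58 that was not significant (permutation test over genes, two-sided, p = 0.14). With 28 genes, this subset cannot decide between intron content and a difference in expression. Over all genes, the median exonic length was 3196 bp for highly paused genes, against a median span of 8445 bp. For TATA-enriched genes these were 1011 and 1147 bp. The lead was present only with the span as length, so it does not show higher expression of TATA-enriched genes. The same definition moves single genes across the TPM threshold. Ace (FBgn0000024), on 3R from 13222951 to 13259517, rose with a log2 fold change of 7.38 (adjusted p = 5.5e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its TPM was 9.17 ± 0.84 (SD, n = 4), below the limit of 10. It spans 36567 bp with 8473 bp of exons, and its TPM by exonic length was 27.4.

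At 2–4 h, before induction, highly paused genes had a higher median log2(TPM + 1) than TATA-enriched genes (0.53 against 0.33, difference −0.20, permutation test over genes, two-sided, p = 1e-05, the smallest that the permutations can give). The direction was the same in 3 of 3 libraries. In replicate 2, the library with the fewest counts, the TATA-enriched median was 0, the lowest value possible. Its difference of −0.45 is therefore only the highly paused median, and detection of short genes at low depth may enter it. Within 5 bins of gene span the difference was −0.21 (permutation test, p = 0.0005), and TATA-enriched genes were higher in 0 of 5 bins. These values argue against gene length as the cause of the whole difference. The groups overlap little in length, with 8 and 11 highly paused genes in the lowest bins and 8 TATA-enriched genes in the highest. A part played by gene length therefore cannot be ruled out. Values as log2(CPM + 1) (−1.12) and by exonic length (−0.60) had the same direction. Both settings raise highly paused genes relative to TATA-enriched genes. At 14–17 h they turned a difference of 0.46 into −2.60 and −0.78. Their direction at 2–4 h is therefore no separate check. Genes were selected for a mean below 2 TPM in this window, which limits the range. Higher background expression of paused genes may explain the difference, and RNA supplied by the mother was not tested.

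Variation between the 14–17 h replicates was higher for TATA-enriched genes, with a median coefficient of variation of 0.149 against 0.0894 (difference 0.0595, permutation test over genes, two-sided, p = 1e-05, the smallest that the permutations can give). These are differences between collections of whole embryos, not between cells. The difference stayed at 0.0572 within bins of TPM and at 0.0524 within bins of mean estimated count, with TATA-enriched genes higher in 5 of 5 bins each, so counting noise does not explain it. Embryo age is another candidate explanation, since TATA-enriched genes changed more between 14–14.5 h and 17–17.5 h. Within bins of the size of that change, the difference was 0.0263 against 0.0580 in the same genes without bins (permutation test, p = 1e-05), higher in 5 of 5 bins. Age differences between the collections therefore cannot be told apart from higher variability of the genes. Leaving out each replicate gave differences from 0.0251 (without replicate 4) to 0.0868 (without replicate 3), so the size depends on single libraries. Replicate 4 was the most distant library. Its variance against the other 14–17 h replicates was 10.1 to 11.8 times counting noise, while the other pairs had 4.70 to 7.89.

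Libraries of 14–14.5 h and 17–17.5 h may have been made or processed apart from those of 2–4 h and 14–17 h. Besides the share of mt:lrRNA, 15 genes were at 0 in all libraries of one pair of windows and above 1 TPM in all libraries of the other. Of these, 9 were at 0 at 14–14.5 h and 17–17.5 h, and 6 at 2–4 h and 14–17 h. The other ways of pairing the windows gave 18 and 15 genes. In those, 17 and 14 genes were at 0 at 2–4 h and in one later window, where late induction gives such genes without any batch, and 1 gene each was absent in the reverse direction. The totals are therefore not a fair comparison. Among genes present at 2–4 h, which late induction does not give, the counts were 9 under the first pairing and 1 under each of the others. This is consistent with a difference between library or processing batches. Of the 15 genes, 13 (86.7%) overlap another annotated gene, against 48.3% of 10950 genes above 1 TPM (Fisher's exact test, two-sided, p = 0.0033). Many of the 15 are annotated as antisense RNAs, and all of those overlap another gene. The excess may therefore come from the kind of gene. Reads that could be assigned to either of the overlapping genes remain a candidate explanation, which this test cannot decide. CG7568, which lies inside alph, had 30.8 TPM at 2–4 h and 16.4 at 14–17 h, but 0 at 14–14.5 h and 17–17.5 h. shop, inside htk, showed the reverse, with 0 at 2–4 h and 14–17 h and 20.3 and 27.7 TPM at 14–14.5 h and 17–17.5 h. The pair CR42722 and CR42723 on 3L alternated in the same way. CR42722 had 122 and 344 TPM at 2–4 h and 14–17 h, while CR42723 had 932 and 874 TPM at 14–14.5 h and 17–17.5 h, each near 0 elsewhere. Batch and window cannot be told apart for a comparison of 14–17 h with either of the narrow windows. Separate edgeR fits of 14–17 h with each narrow window shared 11339 genes. Of these, 1526 were higher and 1407 lower at 14–17 h than at both 14–14.5 h and 17–17.5 h, 306 and 178 of them by more than 2-fold.

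Replicate 1 at 2–4 h held more RNA of effector genes than the others, with summed TPM of 1047 against 607 and 776. Over 273 effector genes above 100 TPM at 14–17 h, its median level was 0.459% of that at 14–17 h, against 0.125% and 0.162%. If a few older embryos were in the sample, the excess would be a similar share for genes of different timing. The median excess was 0.303% for 147 genes that rise and 0.276% for 103 genes that fall from 14–14.5 h to 17–17.5 h, a ratio of 1.10 (permutation test over genes, two-sided, p = 0.54). The excess was not a constant share of each gene, however, with an upper quartile of 0.422% that is 3.71 times the lower quartile of 0.114%. RNA of later embryos in the sample therefore cannot be told apart from other sources of the excess.

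CG2962 had 10853 TPM at 14–14.5 h, 2895 at 14–17 h and 0 at 17–17.5 h. It is among 34 genes that were above 50 TPM at 14–14.5 h and below 1 TPM in replicate 2 at 17–17.5 h. These genes were chosen by replicate 2, so a higher value in replicate 1 is partly set by the choice. Chosen by replicate 1 instead, 8 genes were below 1 TPM, all of them among the 34. If replicate 1 held younger embryos, genes that rise would be lower in it than in replicate 2. For 654 such genes the median log2 ratio of replicate 1 to replicate 2 was 0.030, against 0.063 for all genes, a gap too small to tell. Mixing with 14–14.5 h RNA would leave a constant share of each gene. The share varied, with an upper quartile of 2.65% that is 2.77 times the lower quartile of 0.956%, and a maximum of 47.2% for Osi7, which a simple mixture alone would not give. Counting error does not give this range. Osi20, at 1465 TPM at 14–14.5 h, kept 18.8 TPM (1.28%, 300 counts) in replicate 1, while Osi7, at 277 TPM, kept 130 TPM. CG2962 was at 0 in both replicates, but some of its reads were shared with other genes, so its 0 is weak evidence.

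In the Osi cluster, the 16 genes tested between 14–14.5 h and 17–17.5 h all fell by the sign of the change under edgeR, DESeq2 and CPM. Their median log2 fold change was −4.34 (range −7.53 to −1.72), and 14 of 16 passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For several of them the level at 17–17.5 h differed widely between the libraries, so the size of their fall is uncertain. In replicates 1 and 2, Osi15 had 55.7 and 0.872 TPM and Osi20 18.8 and 0.191 TPM. Others differed little, such as Osi2 with 11.8 and 11.5 TPM. The cluster holds genes of the TATA-enriched, dual TATA and highly paused groups. Osi2, the highly paused one, fell as the TATA-enriched and dual TATA genes of the cluster did (log2 fold change −3.54, adjusted p = 1.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the part of Dataset EV2 analysed here, TATA elements were called at 12 of 36 TATA-enriched genes (odds ratio 8.44, adjusted p = 6.2e-06, Fisher's exact test, two-sided). Among 35 highly paused genes, Inr was called at 21 (odds ratio 4.97, adjusted p = 4.3e-05, Fisher's exact test). GAGA was called at 14 of them (odds ratio 2.86, adjusted p = 0.018, Fisher's exact test). PB was called at 4 (odds ratio 3.29, adjusted p = 0.09) and DPE at 2 (odds ratio 3.28, adjusted p = 0.19), and neither passed Fisher's exact test. No biological explanation was tested for these values.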
